A study of Homo sapiens with 63 samples. Its data were reported in "Epigenome-wide and transcriptome-wide analyses reveal gestational diabetes is associated with alterations in the human leukocyte antigen complex" (2015).

How the data were processed

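Total RNA from 55 placentas, sampled at the maternal face (decidua basalis), had been hybridised to the Affymetrix Human Transcriptome Array, whose probes cover exons and junctions of coding and non-coding transcripts. Gestational diabetes mellitus (GDM) is glucose intolerance that first appears in pregnancy. There were 30 placentas from pregnancies with GDM and 25 from pregnancies without it. Of these, 4 placentas (1 with GDM and 3 without) were run on 3 arrays each, which gave 63 arrays, 32 with GDM and 31 without.

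The values deposited by the authors are log2 expression levels, 1 per transcript cluster and array. Per the labels and the methods of the study, the authors processed the scanned intensities in Affymetrix Expression Console with the RMA method, in which probes are background corrected, quantile normalised across arrays and combined into 1 level per cluster by median polish. The versions are not given in the sources used here. Quantile normalisation gives all arrays nearly the same distribution of probe levels, so a shift shared by most genes would not be seen, and small differences of weak transcripts are compressed towards background. After summarisation the medians of the arrays ran from 4.08 to 4.33, and the levels from 1.18 to 14.3. No detection call was used, so that genes at low levels carry background signal. The precision is limited by the number of arrays. No pair of arrays held identical values.

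The value table had 70523 features, of which 67528 were transcript clusters. The platform annotation named 25324 features. Of these, 24027 had 1 gene symbol and 1297 had several, and the other 45199 features were unnamed here. Old symbols were updated through gene identifiers and synonyms of a RefSeq gene table of assembly GRCh38.p14, which was used for names, coding status and gene order only, and 22500 of the genes tested were found in it. XIST, TSIX and Y-linked genes (89 features) were left out because the placentas came from human donors. Of several clusters of a symbol (542 genes) the cluster with the highest mean was kept, and this left 22504 genes, 17261 of them protein coding.

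Groups were taken from the gestational diabetes characteristic of each array, which matched the array titles. A second label, the free-text description, contradicted it on 34 of the 63 arrays and differed between arrays of the same placenta for 3 of the 4 repeated placentas. The characteristic was kept because it matched the titles, whereas the description contradicted itself within placentas. The numbers of 30 and 25 placentas follow from the characteristic, and the description was tried as an alternative grouping. By the description 26 placentas had GDM and 26 did not, with 3 undecided.

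Repeat arrays of a placenta were averaged first. Each gene was tested with limma (linear model and moderated t statistic, two-sided, no covariates) with Benjamini-Hochberg adjustment over all genes, and genes were counted at an adjusted p under 0.05 and at the unadjusted level of 0.01 used by the study. The study adjusted for maternal and infant characteristics and for surrogate variables of batch, which were not used here, so the contrast is unadjusted. Of the 26 lists, some share genes: 2 class I genes, 2 class II genes and 1 T cell gene are also among the genes that the study named, of which 5 of 9 belong to another list. The score of a list was the mean over its genes of the level minus the mean of that gene over all placentas, and the difference of group means was tested by a two-sided permutation test with 100000 permutations, with Benjamini-Hochberg adjustment over 26 lists. Their spread was tested in the same way on absolute deviations from the group median. Members of lists were also adjusted over the list alone. The 95% intervals of score differences use the standard error and a normal approximation. Lists were tested also with camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry. The median difference of the genes between GPX6 and ZBTB9 on chromosome 6, which bound the major histocompatibility complex (MHC) region, was compared with windows of as many neighbouring genes on other chromosomes.

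The genes named in the text follow a rule: the 12 protein-coding genes higher and the 12 lower in GDM with the smallest p, every measured gene of the MHC class I, MHC class II and study-named lists, and of any other list described up to 4 members with the smallest p. The lists, the rule, the tests and the alternatives, other than those named below as added, were set before the data were examined. Members of a list not measured here included HLA-A, HLA-DRB3, STAT1, STAT2 and IRF9, because their clusters carried several symbols or no cluster was named for them.

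The limma test was tested on simulated data with the means, spreads and group sizes of these 22504 genes, in which 200 genes were changed. At an adjusted p under 0.05 it recovered 89.6% of 67 genes changed by 0.25 log2 units, 98.5% of 67 genes changed by 0.5 and 100% of 66 genes changed by 1, with 10 false calls. The simulated genes varied independently, and the real ones do not. The changed genes were drawn at random, with equal normal spread in both groups. These rates therefore do not apply to genes with wide or unequal spread, such as HLA-DRA (SD 0.53 in GDM and 1.15 in no GDM).

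Alternatives tried were the description as the group label, only placentas whose labels matched or only those whose labels conflicted, the first array of each placenta, all 63 arrays with placenta as a random block, a filter on genes below the median of all clusters (4.14), the mean of all clusters of a gene, median centring, a repeated quantile normalisation, the first 3 principal components as covariates, a trended and robust variance prior, array weights, Wald tests with heteroscedasticity-robust (HC3) standard errors and no covariates (the study used robust standard errors, of a form it does not name, in adjusted models), and every cluster tested as itself. Added after seeing the data were the removal of the 3 placentas with mixed descriptions, lists without genes that the study had singled out, the removal of each placenta in turn, and the mean of the MHC region in place of its median. The count of genes was also compared with 100 splits of the placentas into groups of 30 and 25, the real split included. Gene ontology enrichment was not run, and the methylation data of the study were not used here. Software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.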

Results

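Expression was measured in maternal-side tissue of 30 GDM placentas and 25 placentas without GDM, on 63 arrays, with the 3 arrays of each repeated placenta averaged. Levels are log2 values normalised by the authors with RMA, and differences are given as GDM minus no GDM on that scale, with their standard errors (SE). Array medians were close to each other in the groups (4.19 ± 0.031 SD in GDM, n = 30, and 4.19 ± 0.059 in no GDM, n = 25; permutation p = 0.967). Of the 186 control features of the array, 0 passed an adjusted p under 0.05 in limma, and 0 had an unadjusted p under 0.05.

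The comparison of the groups asked which placental genes differ in expression with GDM. Of the 12 protein-coding genes lower in GDM with the smallest p, 8 belong to the MHC, T cell, NK cell or macrophage lists, and the differences were small, none of them passing the adjusted test. Except for KLRB1, these 8 had been singled out by the study on the same samples, so the overlap is not independent evidence. None of the 22504 genes passed an adjusted p under 0.05 in limma (lowest adjusted p 0.9999), nor with HC3 Wald tests. At an unadjusted p under 0.05 there were 479 genes in limma and 428 with HC3, against 1125 expected by chance under independence. At the unadjusted level of 0.01, limma gave 58 genes, 48 lower and 10 higher in GDM, against 225 expected, and 46 of them were protein coding. With array weights the counts were 1326 at 0.05 and 254 at 0.01, above those expected under independence, with 0 past the adjusted threshold. No random split was run with weights, and random splits without weights reached 1541 genes at 0.01, so no excess was tested. At 0.01 there were 126 genes with the first 3 principal components as covariates and 35 with groups from the description. The share lower in GDM at unadjusted p 0.01 was 82.8%, and it was 67.4% of 86 genes when the tested genes were quantile normalised again, 59.5% of 126 with the 3 components, 54.3% of 35 with groups from the description and 51.1% of 45 in placentas whose labels conflict. The median absolute difference among the 58 genes was 0.11. In 72 of 100 splits of the placentas into groups of these sizes, the real one included, there were as many genes, so chance is not excluded for this count.

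**Figure D1:**
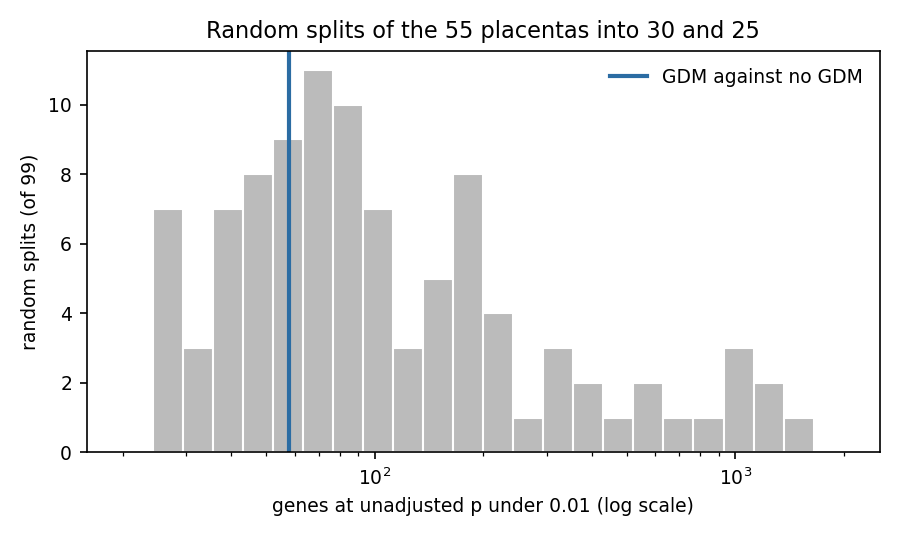
Genes at an unadjusted limma p under 0.01 (x axis, log scale) in 99 random splits of the 55 placentas into 30 and 25 (bars, number of splits), with the count of the real grouping, 58 genes, as a vertical line. The random splits ran from 25 to 1541 genes with a median of 82, so the line lies within their range.

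The 12 protein-coding genes lower in GDM with the smallest p included HLA-DQA2 (-0.30, SE 0.086, p = 0.000881), HLA-B (-0.27, SE 0.086, p = 0.00271) and HLA-C (-0.22, SE 0.072, p = 0.00296), which present peptides to T cells. They also included genes of lymphocytes and myeloid cells. GPR174, a lysophosphatidylserine receptor of lymphocytes, differed by -0.14 (SE 0.040), CD96, a receptor of T and NK cells, by -0.068 (SE 0.020), and KLRB1, the NK cell receptor CD161, by -0.092 (SE 0.030). FGL2, a fibrinogen-like protein of macrophages and T cells, had a mean of 4.04 ± 0.26 (SD, n = 30) in GDM and 4.39 ± 0.56 (n = 25) without it. CLEC4E, a pattern recognition receptor of macrophages, differed by -0.14. The others were ANKRD22 (-0.10), the matrix proteoglycan PRELP (-0.13), the RNA-binding protein CELF2 (-0.071) and the hair keratin-associated gene KRTAP13-1 (-0.085). GPR174, KLRB1, CLEC4E and ANKRD22 had mean levels under 2.8 in both groups, well below the array median. The p-values here are unadjusted, and the adjusted p was 0.9999 for each of these genes.

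None of the 12 protein-coding genes higher in GDM with the smallest p belongs to any of the 26 lists. They were led by the ribosomal S6 kinase RPS6KA6 (0.20, SE 0.065, p = 0.00359), PITHD1 (0.11, SE 0.037) and the mitochondrial iron-sulfur glutaredoxin GLRX5 (0.095, SE 0.034). SPRTN, a protease of DNA repair, was higher by 0.044, AKAP19 by 0.12, SAMD8 by 0.078, the olfactory receptor OR52J3 by 0.10, ZNF792 by 0.064, the Fc-binding mucosal protein FCGBP by 0.15, the interleukin-36 receptor antagonist IL36RN by 0.16, UBXN1 by 0.052 and KLHDC3 by 0.11. Each of these also had an adjusted p of 0.9999.

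All 19 measured genes of MHC class I and class II had lower means in GDM. Class I molecules present peptides from inside cells to cytotoxic T cells, and class II molecules, found mostly on antigen-presenting cells, present to helper T cells. Of the 5 class I genes, HLA-B, HLA-C, HLA-E (-0.20, SE 0.078) and HLA-F (-0.13, SE 0.047) passed when adjusted over the list alone, with adjusted p between 0.0074 and 0.0159, and HLA-G, the class I gene of extravillous trophoblast, did not (-0.19, SE 0.15). HLA-B averaged 7.03 ± 0.20 in GDM and 7.30 ± 0.43 in no GDM (SD). The class I score was lower by 0.20 on the log2 scale (difference -0.20, 95% interval -0.37 to -0.037), 86.8% of the level without GDM, with a permutation p of 0.0142 and an adjusted p of 0.0827 over the 26 lists, so it did not pass. It was below 0 in 21 of 30 GDM placentas and in 13 of 25 without GDM. HLA-B and HLA-C were named by the study from these samples and are not independent evidence of the direction. Without such genes, a comparison added after seeing the data, the class I score differed by -0.17 (p = 0.0464, adjusted p = 0.193). Over 11 alternatives, this one and the groups from the description included, the adjusted p of the class I score ran from 0.0503 to 0.963. The 19 directions held after median centring and after a repeated quantile normalisation. With groups from the description, HLA-B (0.0031), HLA-F (0.0065), HLA-DQA2 (0.0027), HLA-DQA1 (0.0086), HLA-DRB5 (0.092) and HLA-DPB1 (0.0012) turned, and with 3 principal components as covariates HLA-G did (0.025).

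Among 14 class II genes the largest differences were those of HLA-DRB1 (-0.54, SE 0.23), HLA-DRA (-0.45, SE 0.23), HLA-DRB4 (-0.45, SE 0.21) and HLA-DRB5 (-0.43, SE 0.22), all 4 of them with wide spread between placentas. HLA-DRA had a mean of 7.69 ± 0.53 (SD) in GDM and 8.14 ± 1.15 in no GDM. HLA-DQA2 (-0.30), HLA-DPA1 (-0.29), HLA-DMA (-0.28) and HLA-DQA1 (-0.20) followed. HLA-DPB1, HLA-DQB1, HLA-DQB2, HLA-DOA, HLA-DMB and HLA-DOB differed by between -0.090 and -0.032. Only HLA-DQA2 passed when adjusted over the list alone (adjusted p = 0.0123), and it is a gene that the study chose on these samples. The class II score differed by -0.24 (95% interval -0.44 to -0.034), 84.8% of the level without GDM, with p = 0.0159 and an adjusted p of 0.0827. With the first 3 principal components as covariates, the MHC class I score and the MHC class II score differed by -0.083 and -0.11. The second component had an absolute r of 0.757 with the class I score, so this adjustment may remove part of the difference itself. With groups taken from the description label the MHC class I score and the MHC class II score differed by -0.022 and -0.035.

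**Figure D2:**
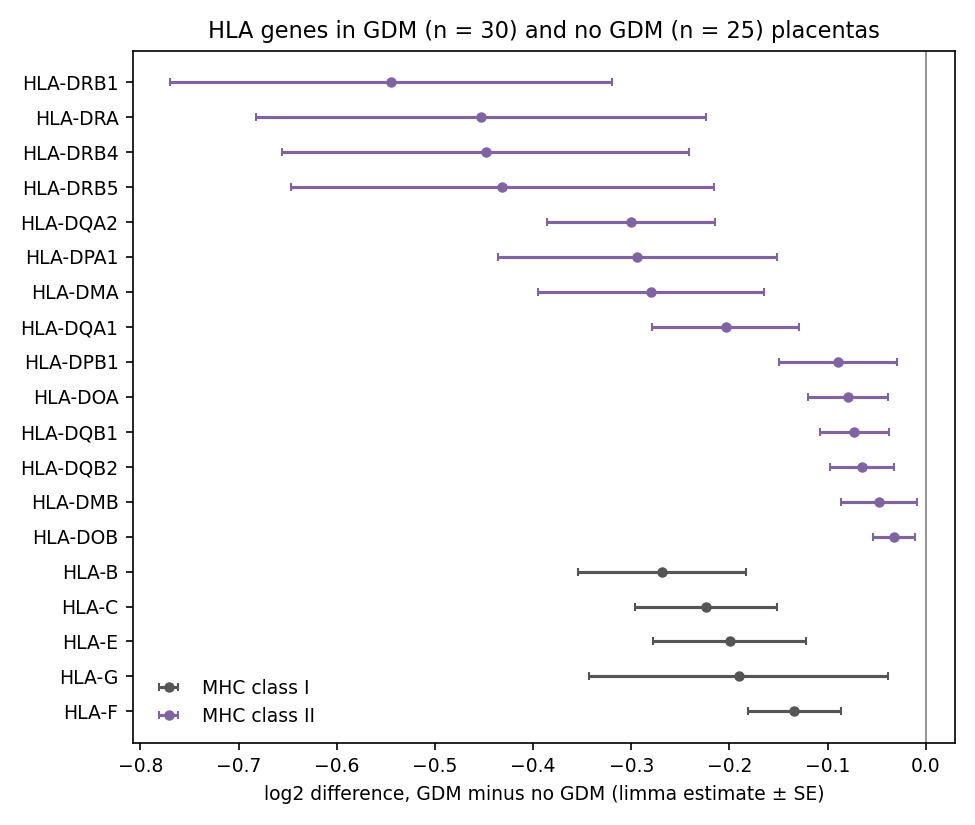
Difference in mean level between GDM (n = 30) and no GDM (n = 25) placentas for the 19 measured class I and class II genes (x axis, log2 units, limma estimate with SE bars). All 19 points lie below 0, from -0.54 for HLA-DRB1 to -0.032 for HLA-DOB, and the bar of none reaches 0.

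The list of genes that the study named from its expression and methylation results passed the adjusted test, with a score difference of -0.15 (95% interval -0.24 to -0.059, p = 0.0007, adjusted p = 0.0182). It is the only one of the 26 that did, and it is not independent evidence, since the study chose its genes on these samples. The call was lost for the score of genes the study named with groups from the description (-0.017, adjusted p = 0.963), in placentas whose labels match (-0.19, adjusted p = 0.161) and in those whose labels conflict (-0.13, adjusted p = 0.571), and the adjusted p ran from 0.0149 to 0.963 over 10 alternatives. Its members included the pseudogenes HLA-H (-0.18, SE 0.062) and HLA-J (-0.16, SE 0.062). HLA-B, HLA-C, HLA-DQA2, GPR174, HLA-H and HLA-J passed when adjusted over the list alone. HLA-DOA (-0.079, SE 0.041), CCDC181 (-0.0032, SE 0.023) and CAPN1 (0.017, SE 0.032), named for methylation sites, did not, and the sign of CCDC181 turned after a repeated quantile normalisation. Of its 9 genes, 5 belong to another list.

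The MHC region on chromosome 6 was examined as a block of neighbouring genes. The 26 genes of the region with HLA names were all lower in GDM, 15 of them at an unadjusted p under 0.05 in limma. The remaining 178 genes did not share this shift. Of these, 71 were lower, and 2 had an unadjusted p under 0.05, neither of them lower. The median difference over all 204 genes was 0.0011, at percentile 49.1 of 16873 windows of as many genes on other chromosomes, and that of the 178 other genes was 0.0073, at percentile 99.1 of 17445 windows. Taken as a mean, the difference of the 204 genes was -0.020, at percentile 1.25, and that of the 178 other genes 0.0043, at percentile 83.8. Windows overlap and neighbouring genes are not independent, so the percentiles are descriptions of these data. TAP1 (-0.11, SE 0.056), a peptide transporter gene of the region, had p = 0.0522.

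In the lists of interferon response, antigen processing, NK and cytotoxic cells, T cells and macrophages most means were also lower in GDM, whereas 5 of 12 were for B cells, and none of these lists passed the adjusted permutation test. All 36 genes of the interferon response had lower means in GDM, 14 of them at an unadjusted p under 0.05. The chemokine genes CXCL9 and CXCL10, induced by interferon gamma, had the widest differences (-0.72, SE 0.26, and -0.68, SE 0.25), with CXCL11 at -0.15 and the guanylate-binding protein gene GBP1 at -0.20. CXCL9 averaged 2.96 ± 0.23 (SD) in GDM and 3.68 ± 1.44 in no GDM. The interferon score differed by -0.12 (95% interval -0.22 to -0.026, p = 0.00615, adjusted p = 0.0533). For antigen processing outside the HLA genes, 19 of 20 means were lower, led by the class II chaperone CD74 (-0.28), B2M, the light chain of class I (-0.20), TAP1 and the protease CTSS (-0.16), and the score differed by -0.077 (p = 0.0266, adjusted p = 0.0989). After a repeated quantile normalisation 18 of the 20 were lower, and the 36 interferon genes remained lower.

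In the list of NK and cytotoxic cell genes, 22 of 23 means were lower, 12 of them at an unadjusted p under 0.05. KLRB1, the receptor gene KLRC1 (-0.083, SE 0.029), granzyme A (GZMA, -0.16, SE 0.061) and NKG7 (-0.10, SE 0.039) had the smallest p. The score differed by -0.061 (95% interval -0.11 to -0.017, p = 0.00514, adjusted p = 0.0533), and the score of NK and cytotoxic cell genes passed after median centring (adjusted p = 0.0216) or a repeated quantile normalisation (adjusted p = 0.0168). Over 11 alternatives its adjusted p ran from 0.0168 to 0.963, and with groups from the description its sign turned (0.018). Only 7 of its 23 genes lay above the median level of all genes tested. Of the 21 T cell genes, CD96 and GPR174 passed when adjusted over the list alone (adjusted p = 0.0154), and both had been singled out by the study. CD2 and CD3E differed by -0.091 and -0.068, and the T cell score by -0.029 (adjusted p = 0.304). Of 24 monocyte and macrophage genes, 21 had lower means and FGL2 and CLEC4E passed when adjusted over the list alone, both again singled out by the study. LYZ, the gene of lysozyme, differed by -0.44 (SE 0.18) and the integrin gene ITGAX by -0.067, and the score by -0.12 (p = 0.105, adjusted p = 0.302).

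Markers of decidual stroma also had lower means. Of 19 genes, 17 were lower, 7 of them at an unadjusted p under 0.05, and the score differed by -0.16 (95% interval -0.30 to -0.023, p = 0.0195, adjusted p = 0.0846). The Wnt inhibitor DKK1, a marker of decidualised stroma, differed by -0.49 (SE 0.21), the matrix gene ABI3BP by -0.33, RORB by -0.13 and CHI3L2 by -0.071. Scores of the other cell types of the tissue did not pass. They were -0.080 for extravillous trophoblast (adjusted p = 0.764), 0.026 for syncytiotrophoblast (adjusted p = 0.817), 0.026 for villous cytotrophoblast (adjusted p = 0.817), 0.015 for endothelium (adjusted p = 0.817), -0.064 for fibroblast and smooth muscle (adjusted p = 0.276, with TAGLN at -0.10), -0.030 for Hofbauer cells, the fetal macrophages (adjusted p = 0.817), -0.032 for neutrophils (adjusted p = 0.764), -0.0030 for B cells (adjusted p = 0.879) and 0.11 for erythroid cells (adjusted p = 0.655). In the erythroid list 9 of 10 means were higher in GDM, among them HEMGN (0.13) and ALAS2 (0.32, SE 0.25).

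No list of nutrient handling or stress passed. The score differences were -0.0060 for glucose transport and insulin signalling (95% interval -0.048 to 0.037, adjusted p = 0.872), -0.0052 for amino acid transport (95% interval -0.074 to 0.064, adjusted p = 0.879) and 0.0086 for lipid transport and storage (95% interval -0.026 to 0.043, adjusted p = 0.817). Within the lipid list the fatty acid binding protein genes FABP4 (0.27, SE 0.13) and FABP5 (0.095, SE 0.046) had higher means and the acyl-CoA synthetase genes ACSL5 (-0.17, SE 0.059) and ACSL1 (-0.096, SE 0.043) lower ones, none of them passing over the list alone. In amino acid transport, the glutamate transporter gene SLC1A3 differed by -0.10. The differences were -0.0078 for antioxidant defence (adjusted p = 0.872), -0.023 for hypoxia and angiogenesis (adjusted p = 0.817), -0.020 for inflammatory cytokines and adipokines (adjusted p = 0.764, with the chemokine genes CCL3, CCL4 and CCL8 at -0.11, -0.18 and -0.11), -0.020 for immediate early and stress genes (adjusted p = 0.817) and 0.026 for oxidative phosphorylation (adjusted p = 0.764, with NDUFA1 at 0.11). With camera and a preset correlation of 0.01, 15 of the 26 lists passed an adjusted p under 0.05. With an estimated correlation 7 did, namely the study-named list (adjusted p = 0.00294), decidual stroma (adjusted p = 0.0133) and MHC class I, MHC class II, antigen processing, interferon response and NK and cytotoxic cells (adjusted p = 0.0102 each). The call was lost with an estimated correlation for T cell genes (adjusted p = 0.222), monocytes and macrophages (adjusted p = 0.0958), neutrophils (adjusted p = 0.417), extravillous trophoblast (adjusted p = 0.521), fibroblast and smooth muscle (adjusted p = 0.084), erythroid cells (adjusted p = 0.401), inflammatory cytokines and adipokines (adjusted p = 0.222) and oxidative phosphorylation (adjusted p = 0.404). With fry, which tests whether the genes of a list move on balance one way, only the study-named list passed (adjusted p = 0.0363).

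**Figure D3:**
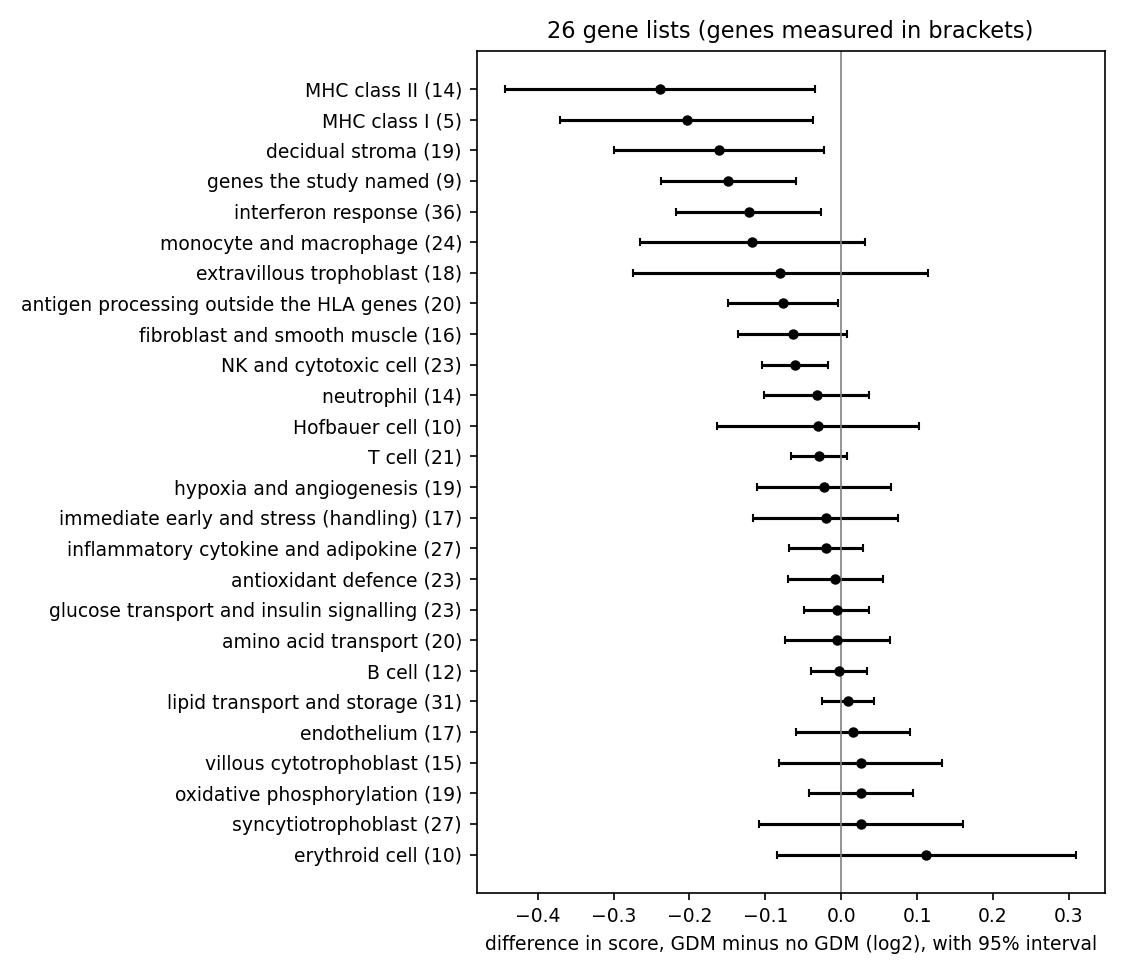
Difference in score between GDM (n = 30) and no GDM (n = 25) placentas for the 26 gene lists (x axis, log2 units; points with 95% intervals; genes measured in brackets). MHC class II and class I lie lowest at -0.24 and -0.20, the erythroid list lies highest at 0.11, and the nutrient transport lists lie within 0.01 of 0.

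Placentas without GDM differed more from each other than GDM placentas did in most of the 26 scores. The difference passed the adjusted test in 3, those of the interferon response, of NK and cytotoxic cells and of monocytes and macrophages. The mean absolute deviation from the group median was 0.0585 in GDM and 0.159 in no GDM for the interferon score (ratio 0.367, permutation p = 0.00169, adjusted p = 0.022), 0.0326 and 0.0804 for the NK and cytotoxic score (ratio 0.405, p = 0.0008, adjusted p = 0.0208), and 0.107 and 0.248 for the monocyte and macrophage score (ratio 0.429, p = 0.00519, adjusted p = 0.045). No other list passed. Most other ratios were also under 1. They included those of antigen processing (0.537, adjusted p = 0.0665), T cells (0.596, adjusted p = 0.0842) and B cells (0.608, adjusted p = 0.0665). The ratio was 1.34 for neutrophils (adjusted p = 0.381) and 1.00 for inflammatory cytokines and adipokines (adjusted p = 0.99), and outside the immune lists it was 0.595 for amino acid transport (adjusted p = 0.0839) and 0.627 for syncytiotrophoblast (adjusted p = 0.0911). For class I and class II the ratios were 0.578 (adjusted p = 0.1) and 0.468 (adjusted p = 0.0665), and for decidual stroma 0.492 (adjusted p = 0.0665). In 6 of 25 placentas without GDM the interferon score was above that of every GDM placenta, and the same held for 8 of 25 in the class II score. Array medians were also more spread without GDM (ratio 0.534, permutation p = 0.00311), and limma array weights, which are lower for more variable samples, were higher in GDM (mean log2 weight 0.26 and -0.31, permutation p = 0.00684). The ratio for the first principal component of all genes was 0.598 (permutation p = 0.0549). With groups taken from the description, 0 lists passed the permutation test of spread, and the 3 differences in mean absolute deviation turned. Among the 25 placentas whose labels matched 0 lists passed as well, but the spread of interferon response differed by -0.104 and the spread of monocyte and macrophage genes by -0.14, against -0.101 and -0.142 in all placentas, and the spread of NK and cytotoxic cell genes by -0.0281 against -0.0479. After a repeated quantile normalisation 1 did, the interferon score. Among the 27 placentas whose labels conflicted, grouped by the characteristic, 4 lists passed. There the spread of NK and cytotoxic cell genes and the spread of monocyte and macrophage genes each had an adjusted p of 0.00806, and the spread of interferon response had an adjusted p of 0.0506. With the first array of each placenta 2 lists passed, and the spread of monocyte and macrophage genes did not (adjusted p = 0.0523). Over 8 alternatives the adjusted p ran from 0.00806 to 0.894 for NK and cytotoxic cells, from 0.00806 to 0.991 for monocytes and macrophages and from 0.0105 to 0.991 for the interferon response.

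**Figure D4:**
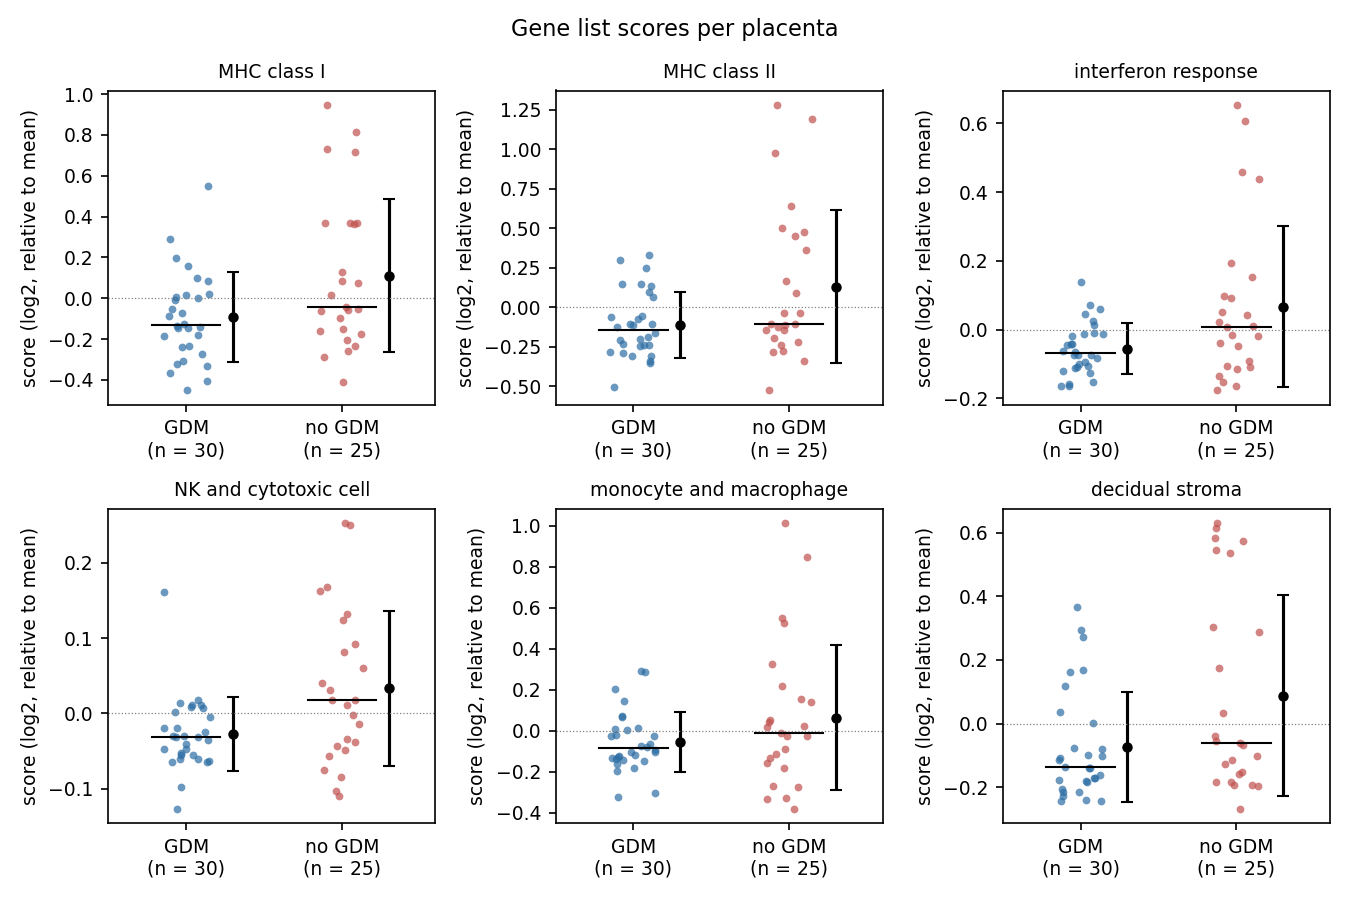
Scores of 6 gene lists in each GDM (blue, n = 30) and no GDM (red, n = 25) placenta (y axis, mean log2 level relative to the mean over all placentas). Horizontal lines are medians and black points with bars are means with SD. The highest placentas of each panel are without GDM, up to 1.28 in class II against 0.33 in GDM, and group medians lie closer together than group means.

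Class I scores were examined against 6 other scores across placentas. They rose with the interferon score (Pearson r = 0.816, Spearman rho = 0.847), with class II (r = 0.87, rho = 0.76), with antigen processing (r = 0.74, rho = 0.685) and with monocytes and macrophages (r = 0.724, rho = 0.621), each with a permutation p of 1e-05, the smallest the permutations can give, and adjusted p of 1.5e-05 or less. Without the 2 placentas farthest from the median class I score, these r were 0.731, 0.809, 0.667 and 0.603. The relation with NK and cytotoxic cells was weaker (r = 0.637, p = 1e-05; rho = 0.319, p = 0.018, adjusted p = 0.022; r = 0.513 without the 2 farthest). That with T cells rested on a few placentas (r = 0.392, p = 0.0029; rho = 0.224, p = 0.1; r = 0.216 without the 2 farthest). Within GDM and within no GDM, r with the interferon score was 0.784 and 0.821. For monocytes and macrophages r was 0.423 within GDM and 0.799 without GDM, a difference that was not tested. Over the 171 pairs of the 19 class I and class II genes, 169 had a Spearman rho above 0, with a median of 0.567. Probes shared between these genes, which were not examined, could add to these correlations.

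The 12 repeat arrays gave the technical error. Each of them correlated best with another array of its own placenta (r over genes between 0.995 and 0.998, against a median of 0.99 for arrays of different placentas). The median technical SD per gene was 0.0788 against 0.122 between placentas of a group, so that a large part of the spread of single genes was technical. List scores were measured more precisely, to a varying degree. The technical SD was 0.0586 for class I, 0.0464 for class II and 0.0273 for the interferon score, which is 0.195, 0.129 and 0.163 of the SD between placentas. This ratio was 0.513 for T cells, 0.55 for glucose transport and insulin signalling and at most 0.576, for B cells. The median ratio over single genes was 0.629. The first 5 principal components of all genes held 29.8%, 9.27%, 7.99%, 4.66% and 3.42% of the variance, and none differed between groups after adjustment (lowest adjusted p = 0.398). The lowest unadjusted p was 0.0796, for the second component, the one with the closest relation to the class I score (absolute r = 0.757).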

Values the study reported

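The study examined expression in 55 of its placentas and found that GDM went with lower expression of class I genes of the MHC, among them HLA-C, HLA-B and HLA-A, and of the class II gene HLA-DQA2. In models adjusted for covariates, it reported 171 genes associated with GDM at a level of 0.01, which were enriched for the immune response. It described a coordinated decrease of expression with GDM that it found in the MHC region alone. Quantitative PCR in the same cohort gave a trend to lower HLA-C with GDM, and HLA-B and GPR174 did not repeat their array differences. In a second, independent cohort, quantitative PCR of these genes gave no significant result.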

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

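No paired analysis was possible because the replicate numbers mark placentas within a group and repeat arrays of 1 placenta, and the labels do not give the matching of cases and controls. The removal of the 3 placentas with mixed descriptions, the lists without study genes, the leave-one-out runs and the mean of the MHC region were chosen after seeing the data. In limma and with HC3, 0 genes passed an adjusted p under 0.05 under each of the alternatives run for genes (428 at an unadjusted p under 0.05 with HC3, 479 in limma as reported). Except where the alternative itself changes the number of genes or placentas tested, the cause of a change was not tested. Signal over background is 1 limit of the arrays: many immune genes lie below the array median, where small differences may be compressed. Such compression was not tested here. The number of arrays limits the precision.

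With description groups there were 35 genes at unadjusted p 0.01, of which 1 was shared with the 58, and the share lower in GDM at unadjusted p 0.01 was 54.3%. These groups match the characteristic about as often as an unrelated label would. Of 75 named genes 45 kept their direction. The other 30 turned, namely HLA-DQA2 (0.0027), GPR174 (0.0062), CD96 (0.025), FGL2 (0.012), HLA-B (0.0031), KLRB1 (0.045), CLEC4E (0.035), RPS6KA6 (-0.0053), HLA-F (0.0065), GLRX5 (-0.019), SPRTN (-0.035), AKAP19 (-0.067), SAMD8 (-0.029), HLA-DQA1 (0.0086), ZNF792 (-0.017), FCGBP (-0.040), KLHDC3 (-0.038), HLA-DRB5 (0.092), HLA-DPB1 (0.0012), CAPN1 (-0.026), KLRC1 (0.044), GZMA (0.027), NKG7 (0.014), LYZ (0.038), CHI3L2 (0.0017), RORB (0.026), ACSL5 (0.029), FABP4 (-0.15), TAGLN (0.028) and NDUFA1 (-0.0066). So did the score of T cell (0.011), the score of NK and cytotoxic cell (0.018), the score of Hofbauer cell (0.017), the score of neutrophil (0.035), the score of B cell (0.013), the score of syncytiotrophoblast (-0.011), the score of villous cytotrophoblast (-0.0036), the score of endothelium (-0.0038), the score of lipid transport and storage (-0.022) and the score of oxidative phosphorylation (-0.0068). The spread of interferon response (0.00049), the spread of NK and cytotoxic cell (0.0183) and the spread of monocyte and macrophage (0.019) also turned, with 0 gene list scores and 0 in the spread of list scores passing.

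Among agreeing placentas, whose labels match, 74 of 75 named genes kept their direction, the share lower in GDM at unadjusted p 0.01 was 66.7%, and 0 gene list scores and 0 in the spread of list scores passed. CAPN1 (-0.023), the score of B cell (0.0028) and the score of lipid transport and storage (-0.012) turned. Among disagreeing placentas, grouped by the characteristic, 73 of 75 kept their direction, the share was 51.1%, 0 gene list scores passed and 4 did in the spread of list scores, without the spread of interferon response (adjusted p = 0.0506). ALAS2 (-0.030), CCDC181 (0.0022), the score of amino acid transport (0.040), the score of antioxidant defence (0.0063), the score of erythroid cell (-0.041), the score of glucose transport and insulin signalling (0.036) and the score of inflammatory cytokine and adipokine (0.0084) turned. These sets hold 25 and 27 placentas.

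The genes at unadjusted p 0.01 numbered 24 with the low filter, which tests fewer genes (share lower in GDM at unadjusted p 0.01 of 70.8%), 126 with 3 components as covariates (59.5%), 254 with array weights and 211 with every cluster tested, which tests more features. With 3 components, HLA-G (0.025), the score of B cell (0.0024), the score of extravillous trophoblast (0.028), the score of immediate early and stress (handling) genes (0.0092), the score of inflammatory cytokine and adipokine (0.0024), the score of oxidative phosphorylation (-0.0028) and the score of syncytiotrophoblast (-0.0080) turned. With quantile again the share lower in GDM at unadjusted p 0.01 was 67.4%, CCDC181 (0.00057) turned, 2 gene list scores passed and 1 did in the spread of list scores. With the first array, the score of amino acid transport (0.0011) and the score of antioxidant defence (0.00011) turned, 2 passed in the spread of list scores, and the spread of monocyte and macrophage no longer did (-0.139, adjusted p = 0.0523). Without the 3 placentas with mixed descriptions 2 gene list scores passed, and the score of amino acid transport (0.0020) and the score of glucose transport and insulin signalling (0.0021) turned. Of the gene list scores, 2 passed when median centred, 15 with camera preset, 7 with camera estimated, 1 with fry and 0 in the lists without study genes.

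The MHC class I score and the MHC class II score kept their direction in each of 11 alternatives, from -0.26 to -0.022 and from -0.32 to -0.035, and stayed above an adjusted p of 0.05 in all of these. In the leave-one-out runs over 55 placentas the class I score ran from -0.23 to -0.17 and the class II score from -0.27 to -0.19. Without any 1 of 3 placentas the class I score passed (-0.23 with adjusted p = 0.0369, -0.22 with adjusted p = 0.0447, and -0.23 with adjusted p = 0.038), as did the class II score without 1 placenta (-0.27, adjusted p = 0.0369). The adjusted p over these runs was between 0.0369 and 0.155 for class I and between 0.0369 and 0.162 for class II.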

Other observations

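The tests of explanations below were chosen before the values that decide them were seen, on patterns already seen in the data, except the NK score, the spread test and the named genes in placentas with conflicting labels, and the spread after a repeated quantile normalisation, which were chosen after seeing their values, so the explanations are hypotheses. Outside the genes tested there were 44664 further transcript clusters, most of them unnamed here, and 0 passed an adjusted p under 0.05 in limma, with 966 at an unadjusted p under 0.05 and 152 under 0.01. Among the 19 class I and class II genes, the median Spearman rho over 171 pairs was 0.415 within GDM and 0.69 within no GDM, with 162 and 166 pairs above 0. The difference between the groups in these correlations was not tested.

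The number of genes at the level of 0.01 can be set beside the study. The count here was 58. That is lower than the value quoted from the study above. The count here was 35 with groups from the description, 126 with 3 components as covariates and 254 with array weights. With array weights it is thus higher than the quoted value, so the direction depends on the fit. The counts here include non-coding genes, whereas the study reported coding genes only. Of the 58 genes, 46 were protein coding, and no coding count is given for array weights. The models differ, since no covariates of the study were used here, and the cause was not tested. For this count, 72 of 100 splits of the 55 placentas, the real one included, gave as many genes, with a highest other count of 1541, so chance is not excluded. A split with that many genes points to a structure of the samples. For the share lower in GDM of 82.8%, 20 of 100 splits lay as far from 50%, the farthest at 7.69%, so chance is not excluded there either. For genes past an adjusted p of 0.05 the real count was 0 and the highest other count 3, and since any split reaches a count of 0, as 100 of 100 did, this says nothing about chance.

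MHC class I and class II scores were lower in GDM by means, without passing the adjusted test. A donor variant that weakens binding of probes was tested for class I only. With the score of 20 antigen processing genes outside the HLA genes as a covariate, the class I difference of -0.203 was -0.076 (95% interval -0.196 to 0.044). By the bound set beforehand this goes narrowly against a donor variant as the whole cause of the class I difference. The interval all but reaches -0.203, so the test settles little, and it says nothing on class II. With the interferon score as a covariate the class I difference was -0.030 (95% interval -0.14 to 0.077), so a shared interferon axis may account for much of it. The 2 scores are closely related (Pearson r = 0.816), and the antigen processing and decidual stroma scores also shrank the difference. The test therefore does not single out interferon. Fewer macrophages may account for part of the class II difference, which was -0.11 (95% interval -0.23 to 0.012) with the macrophage score as a covariate. No other covariate was tried for class II in this test, so macrophages are not singled out either. Less decidual tissue stays open, with a class I difference of -0.074 (95% interval -0.20 to 0.056) beside the decidual stroma score. The difference of class I medians was -0.088 (permutation p = 0.26), 43.2% of that of means, and that of class II medians was -0.040 (permutation p = 0.307), 16.6% of that of means, so a few placentas with high scores may carry much of both differences.

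The description differed between arrays of the same placenta for 3 of the 4 repeated placentas, so it cannot be right for every array. If the characteristic were wrong where the description contradicts it, and if GDM went with lower class I, the class I difference there would be above 0. In those 27 placentas it was -0.18 (95% interval -0.46 to 0.10), and in the 25 with matching labels -0.26 (95% interval -0.53 to 0.016), with a permutation p of 0.638 for the difference between the sets. In the same 27 placentas the score of NK and cytotoxic cell genes differed by -0.081 by the characteristic (95% interval -0.16 to -0.0028, unadjusted for the other lists, permutation p = 0.0144, adjusted p = 0.375, with 0.0168 to 0.963 over 11 alternatives), and 4 lists passed the spread test, which goes against a characteristic that is wrong throughout these placentas. There 73 of 75 named genes also kept their direction, among them HLA-B (-0.26, unadjusted limma p = 0.0468) and HLA-C (-0.20, unadjusted p = 0.0485), but these genes were partly chosen on the same placentas, and since the class I interval includes values above and below 0, mislabelled samples stay open for that score. The study describes lower HLA-B, HLA-C and HLA-DQA2 in GDM and a like trend for HLA-C by quantitative PCR, which is the direction given by the characteristic and, for HLA-B and HLA-DQA2, not by the description, and which rests on the grouping that the study itself used. Its quantitative PCR in a second cohort gave no significant result.

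Interferon, NK and macrophage scores were more spread without GDM. Most other list scores were too, without passing the adjusted test. With control features and array median as linear covariates the highest permutation p of the 3 differences was 0.00792. This goes against a shift of level with these measures as the whole cause. Linear covariates do not remove added noise of poorer arrays, so array-wide signal quality stays open. After a repeated quantile normalisation only the spread of interferon response passed the adjusted test (-0.103). The spread of NK and cytotoxic cell genes (-0.0392) and the spread of monocyte and macrophage genes (-0.128) did not (adjusted p = 0.0833 each, unadjusted p = 0.01 and 0.0159). A few extreme placentas are argued against as the whole cause, since the ratios of interquartile ranges, GDM over no GDM, were at most 0.478 (permutation p = 0.0438 for interferon, 0.00735 for NK and 0.0798 for macrophages). The interquartile range cannot exclude a larger group of high placentas. In 6 of 25 placentas without GDM the interferon score was above that of every GDM placenta. Array medians were also more spread without GDM (ratio 0.534), and limma array weights differed, so an unrecorded batch stays open and was not tested. Wider spread of these 3 scores without GDM may be biological, which these values do not settle.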
